# A pooled shRNA screen for regulators of primary mammary stem and progenitor cells identifies roles for *Asap1* and *Prox1*

**DOI:** 10.1186/s12885-015-1187-z

**Published:** 2015-04-03

**Authors:** Julie M Sheridan, Matthew E Ritchie, Sarah A Best, Kun Jiang, Tamara J Beck, François Vaillant, Kevin Liu, Ross A Dickins, Gordon K Smyth, Geoffrey J Lindeman, Jane E Visvader

**Keywords:** Mammary stem cells, Mammary progenitor cells, Transcription factors, Mammosphere, shRNA screen, *Asap1*, *Prox1*

## Abstract

**Background:**

The molecular regulators that orchestrate stem cell renewal, proliferation and differentiation along the mammary epithelial hierarchy remain poorly understood. Here we have performed a large-scale pooled RNAi screen in primary mouse mammary stem cell (MaSC)-enriched basal cells using 1295 shRNAs against genes principally involved in transcriptional regulation.

**Methods:**

MaSC-enriched basal cells transduced with lentivirus pools carrying shRNAs were maintained as non-adherent mammospheres, a system known to support stem and progenitor cells. Integrated shRNAs that altered culture kinetics were identified by next generation sequencing as relative frequency changes over time. RNA-seq-based expression profiling coupled with *in vitro* progenitor and *in vivo* transplantation assays was used to confirm a role for candidate genes in mammary stem and/or progenitor cells.

**Results:**

Utilizing a mammosphere-based assay, the screen identified several candidate regulators. Although some genes had been previously implicated in mammary gland development, the vast majority of genes uncovered have no known function within the mammary gland. RNA-seq analysis of freshly purified primary mammary epithelial populations and short-term cultured mammospheres was used to confirm the expression of candidate regulators. Two genes, *Asap1* and *Prox1*, respectively implicated in breast cancer metastasis and progenitor cell function in other systems, were selected for further analysis as their roles in the normal mammary gland were unknown. Both *Prox1* and *Asap1* were shown to act as negative regulators of progenitor activity *in vitro*, and *Asap1* knock-down led to a marked increase in repopulating activity *in vivo*, implying a role in stem cell activity.

**Conclusions:**

This study has revealed a number of novel genes that influence the activity or survival of mammary stem and/or progenitor cells. Amongst these, we demonstrate that *Prox1* and *Asap1* behave as negative regulators of mammary stem/progenitor function. Both of these genes have also been implicated in oncogenesis. Our findings provide proof of principle for the use of short-term cultured primary MaSC/basal cells in functional RNAi screens.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1187-z) contains supplementary material, which is available to authorized users.

## Background

The mammary epithelial tree is a bilayered, branched structure composed of an outer myoepithelial (basal) layer and an inner luminal layer. The full differentiative potential of the mammary gland is manifest in response to pregnancy hormones, when a subset of luminal cells gives rise to alveolar cells that produce milk, which is then extruded through the lumena during lactation. The prospective isolation of mammary stem cells (MaSCs) that are able to give rise to an entire mammary tree upon transplantation at the single cell level [1,2] and the phenotypic identification of several mammary epithelial progenitor cell (MaPC) populations [3-6] have enhanced our current understanding of the differentiation hierarchy. More recently, *in vivo* genetic tracing experiments have demonstrated the existence of bipotent MaSCs [7,8] and long-lived progenitors [7,9,10] that contribute to morphogenesis in puberty and pregnancy, and ductal maintenance in the adult gland. However, the molecular processes underpinning the functions of stem and progenitor cells remain poorly understood.

Genetic manipulation and pathway interference have been successfully used at the level of single genes to determine the role of regulators of mammary gland morphogenesis (reviewed in [11]). RNAi screening has provided novel molecular insights in different cellular systems but large-scale or genome-wide screens have not yet been performed in the context of primary mammary epithelial cells. Rather, such screening strategies have been restricted to mammary epithelial and breast cancer cell lines, which offer the advantages of being readily available and amenable to genetic manipulation [12-15]. In other organs, primary cells have been used in RNAi screens to study tissue stem and progenitor cell behavior in more complex and physiological contexts [16-19]. To explore novel molecular regulators of MaSCs and MaPCs, we have utilized a targeted shRNA library to interrogate freshly isolated MaSC-enriched cells *ex vivo*. This study supports the use of large shRNA libraries to identify novel regulators of mammary epithelial function using a non-adherent mammosphere-based assay and has revealed several novel regulators of MaSC/basal cell function.

## Results

### A pooled shRNA screen for the identification of regulators of mammary stem/progenitor cells using primary cells

To identify novel regulators of mammary epithelial stem and progenitor cells, we utilized a GIPZ mouse transcription factor gene shRNA library to perform a screen largely based on proliferation/survival potential using primary mammary epithelial cells. We selected the non-adherent mammosphere assay, which is principally a progenitor assay but is also permissible for the maintenance and differentiation of stem cells [20-22] upon short-term culture. Freshly isolated cells in the CD29^hi^CD24^+^ subset (Figure 1A) enriched in transplantable MaSCs, myoepithelial cells and other basal intermediates (MaSC/basal) [1] were first tested in the mammosphere system to study their clonogenic properties *ex vivo*. Following culture in mammosphere medium, MaSC/basal cells retained the ability to generate colonies in both 2D assays on irradiated NIH/3T3 feeder layer and 3D Matrigel assays designed to detect MaPC activity (data not shown and Additional file 1: Figure S1A). Importantly, upon transplantation, the ability of mammosphere cells to repopulate a mammary fat pad was maintained during culture at a frequency of 1 in 298 mammosphere cells (Additional file 1: Figure S1B and C).

**Figure 1:**
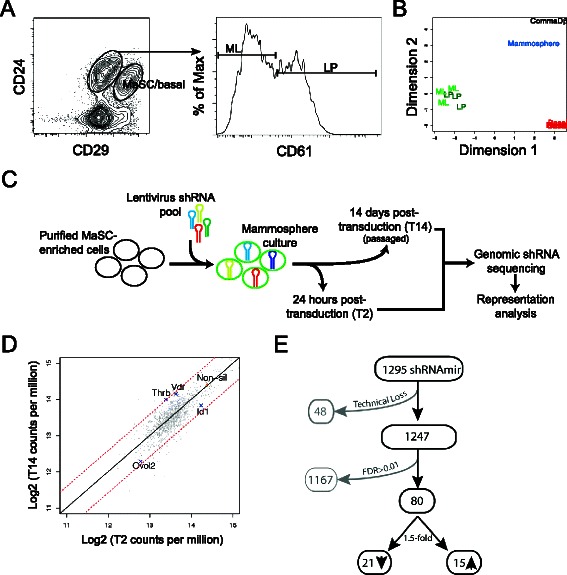
**Differential RNA-seq expression analysis of sorted subpopulations and mammospheres and pooled shRNA screening strategy. (A)** Flow cytometric profiles of Lin^−^ mammary cell populations showing representative sort gates for CD29^hi^CD24^+^ MaSC-enriched basal cells (MaSC/basal), CD29^lo^CD24^+^CD61^+^ luminal progenitor-enriched cells (LP) and CD29^lo^CD24^+^CD61^−^ mature luminal cell-enriched cells (ML). **(B)** Multidimensional scaling plot of expression data generated by RNA-Seq of populations including MaSC/basal (Basal), LP and ML populations, MaSC/basal-derived mammospheres (Mammosphere) and Comma-Dβ cells (CommaDβ). **(C)** Schematic outline of the screening strategy. **(D)** Plot showing the relative frequency of shRNA-carrying cells at T2 and T14 as determined by next-generation sequencing, including a non-silencing control hairpin (non-sil). Dashed lines, 1.5-fold change. **(E)** Numerical summary of shRNA performance in the screen.

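RNA-seq data were obtained for 11 libraries of mouse mammary epithelial cells. MaSC/basal, LP and ML cells sorted from the mammary glands of virgin FVB/N females were represented by 3 libraries each, and mammosphere cells and the Comma Dβ line, an established line of mouse mammary epithelial cells, by 1 library each. The sample labels give the mice as 8 weeks old, whereas the paper gives 8 to 10 weeks. The submitted name of 1 MaSC/basal library contains p53, although its labels call it wild type, and it was grouped by its labels. The submitted name of the mammosphere library may combine more than 1 culture, and it was treated as 1 library. According to the labels the libraries were made in 3 batches. Batch 1 comprised MaSC/basal, LP and ML replicate 1 and the mammosphere library, batch 2 comprised MaSC/basal replicates 2a and 2b, LP replicate 2 and ML replicate 2, and batch 3 comprised LP and ML replicate 3 and the Comma Dβ library. The labels name version 1 of the TruSeq RNA kit for batch 1 and version 2 for the others, and the paper names version 2 for all libraries. The authors aligned single-end reads to the mouse genome (mm10, also called GRCm38) with Rsubread, assigned them to Entrez genes with featureCounts and deposited the counts of 27179 genes without normalization. Between 19958838 and 75795034 reads per library were counted on genes. The totals were 51368625 to 57160817 in MaSC/basal cells (median 55086324), 19958838 to 60517657 in LP cells (median 32863052) and 21311068 to 75795034 in ML cells (median 35335491), with 38388464 in the mammosphere library and 24285202 in the Comma Dβ library. On average 42.9 M reads (M for mega) were counted per library. The paper gives an average of 62 M reads obtained per sample, and the values here rest on the counted reads. Depth also differed between batches, with totals of 32863052 to 57160817 in batch 1, 51368625 to 75795034 in batch 2 and 19958838 to 24285202 in batch 3. Counts were scaled by TMM normalization, with factors from 0.863 in LP replicate 1 to 1.21 in the Comma Dβ library, and the 15422 genes with a CPM (counts scaled to the size of the library) over 0.5 in at least 3 libraries were retained. Populations were compared with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment, in a model with a mean for each of the 5 sample types, in place of the weighted linear models of limma used in the paper. The mammosphere and Comma Dβ values have no replicate check and were not tested. The normalization, the filter on low counts, the test and the treatment of batch were the choices that could change the numbers.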

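The transcripts of the surface markers used for sorting followed the labels of the populations. *Itgb1* (CD29) was expressed at 1330.2 ± 153 CPM in MaSC/basal cells, 572 ± 44.2 CPM in LP cells and 564 ± 40.0 CPM in ML cells (mean ± SD, n = 3 libraries each). *Cd24a* rose from 299 ± 42.7 CPM in MaSC/basal cells to 654 ± 161 CPM in LP cells and 1382 ± 180 CPM in ML cells. *Itgb3* (CD61), by which LP and ML cells were separated, was expressed at 223 ± 66.6 CPM in LP cells and 15.7 ± 16.0 CPM in ML cells, a log2 fold change of 3.80 (SE 0.63, adjusted p = 0.00233). Its value in ML replicate 2 was 34.0 CPM, against 8.68 and 4.51 CPM in ML replicates 1 and 3. Between MaSC/basal and luminal cells (the mean of LP and ML), the basal markers *Krt5*, *Krt14*, *Trp63* and *Acta2* had log2 fold changes of 6.83, 7.12, 5.90 and 7.37, and the luminal markers *Krt8*, *Krt18* and *Cdh1* of -3.59, -5.05 and -1.55, with a largest adjusted p of 5.30e-05 for *Trp63*. For each of these 7 genes, no other of the 84 splits of the 9 primary libraries into groups of 3 and 6 gave as large a difference (exact permutation test, two-sided, p = 0.0119, the smallest that the design allows). *Krt5* in ML replicate 3 reached 141 CPM, compared with 13.2 and 14.6 CPM in ML replicates 1 and 2.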

The suitability of the mammosphere system for a large scale shRNA library screen was next investigated by RNA-seq analysis of freshly sorted MaSC/basal cells; luminal MaPCs (CD29^lo^CD24^+^CD61^+^; LP); a mature luminal cell-enriched (CD29^lo^CD24^+^CD61^−^; ML) population; mammosphere-derived cells generated from MaSC/basal cells harvested after 7 days in non-adherent culture; and the Comma Dβ cell line, which comprises bipotent cells capable of mammary reconstitution [23] (Figure 1B). Comparative analysis revealed that mammosphere cells had an expression profile intermediary to basal and luminal cell populations indicating that some luminal lineage gene expression had been initiated during culture (Figure 1B). 

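The position of each library between the populations was measured over 2817 genes that differed between MaSC/basal and luminal cells (FDR under 0.001 and log2 fold change over 2), of which 1642 were higher in MaSC/basal cells and 1175 higher in luminal cells. For each gene, 0 was set at the MaSC/basal mean and 1 at the luminal mean of log2 CPM (prior count 2). The median position of the mammosphere library was 0.549 (interquartile range 0.223 to 0.878). Primary libraries placed in the same way, each left out of the choice of genes and of the means, lay from 0.00110 to 0.0255 for MaSC/basal cells, 0.896 to 1.01 for LP cells and 1.01 to 1.04 for ML cells, so that the mammosphere library lay outside the spread of each population. The Comma Dβ library had a position of 0.260. In the mammosphere library, 1908 of the 2817 genes (67.7%, 95% Wilson confidence interval 66.0 to 69.4%) had a value between the means of the MaSC/basal and luminal populations. A left-out library also had many genes between the means, from 50.4 to 58.9% in MaSC/basal, 47.9 to 66.2% in LP and 44.1 to 48.0% in ML cells, and the Comma Dβ library had 40.8%. The luminal genes were higher in mammosphere cells than the MaSC/basal mean by a median log2 difference of 1.90, with 992 genes (84.4%) higher, and 10000 random gene lists of the same size matched on mean expression gave medians of at most 0.16. The basal genes fell by 1.72 in the median, beyond all of the random lists, whose lowest median was -0.17. In the Comma Dβ library the luminal genes had a median difference of -0.19 and the basal genes of -1.97. There too the basal genes lay beyond all of the random lists, whose lowest median was -0.32. The signature genes were chosen by their level in the same MaSC/basal libraries, and the random lists were not. Lying beyond the lists is therefore not in itself a sign of a luminal shift. Of the alternatives tried, signature genes chosen at FDR under 0.05 and log2 fold change over 1 moved the values of the mammosphere library most, giving a position of 0.595 and a share between the means of 56.5%. On the first dimension of a multidimensional scaling of the 11 libraries, which held 50.9% of the variation, mammosphere cells lay at 0.384 of the way from the MaSC/basal to the luminal mean. They were not intermediate on dimension 2, which held 22.1%. There they lay at 1.52, outside the primary libraries (-1.63 to 0.012), and the Comma Dβ library lay at 4.655. The mammosphere library belonged to batch 1, which holds 1 library of each sorted population, too few to repeat the test within the batch. From the intermediary expression profile of mammosphere cells in Figure 1B, the paper concludes that some luminal lineage gene expression had been initiated during culture.

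**Figure D1:**
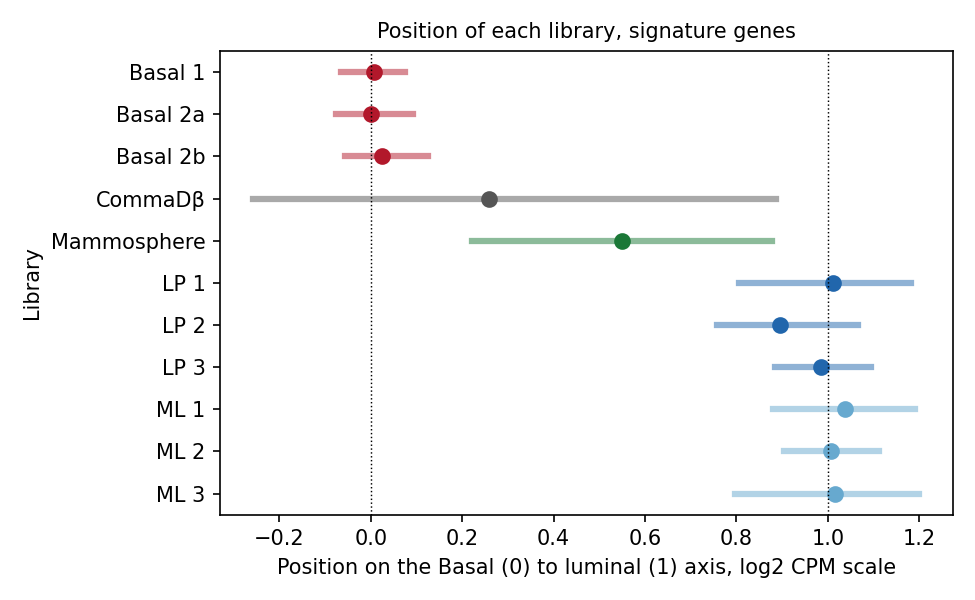
Position of each of the 11 libraries on the MaSC/basal (0) to luminal (1) axis. Points are medians over the signature genes and bars interquartile ranges, on the log2 CPM scale; each primary library was left out when its own position was measured. The mammosphere library lies at 0.549, between the MaSC/basal libraries and the LP and ML libraries.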

The propensity of MaSC/basal-derived mammosphere culture to support commitment to the luminal lineage was demonstrated by the appearance of colonies with an acinar morphology identical to those derived from luminal MaPCs in Matrigel cultures (Additional file 1: Figure S1A and data not shown). 

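Distances between libraries were computed as the root mean square of the 500 largest log2 CPM differences of each pair, the leading log2 fold change on which a multidimensional scaling plot is based. Each of the 9 primary libraries was nearer to the mammosphere library than to the Comma Dβ library. The distances to the mammosphere library were 5.63 ± 0.086 for MaSC/basal, 5.68 ± 0.22 for LP and 6.00 ± 0.063 for ML cells (mean ± SD, n = 3 libraries each). To the Comma Dβ library they were 6.42 to 6.55, 7.04 to 7.23 and 7.19 to 7.33. The ratio of the distances ranged from 1.14 for MaSC/basal replicate 2a to 1.29 for LP replicate 2. By comparison, replicates lay 1.51 ± 0.14 apart in MaSC/basal, 2.12 ± 0.31 in LP and 2.35 ± 0.28 in ML cells, and MaSC/basal and LP libraries lay 5.98 ± 0.35 apart (n = 9 pairs). The mammosphere and Comma Dβ libraries were at a distance of 6.31. Batch 2, which contains neither of the cultured libraries, gave the same order, with distances of 5.73 and 6.54 for MaSC/basal replicate 2a, 5.57 and 6.55 for MaSC/basal replicate 2b, 5.48 and 7.08 for LP replicate 2 and 6.03 and 7.33 for ML replicate 2. With 1 minus the Spearman correlation as the distance, 8 of the 9 libraries were nearer to the mammosphere library. The exception, MaSC/basal replicate 1, had 0.153 to the mammosphere library and 0.151 to the Comma Dβ library. MaSC/basal replicates 2a and 2b were almost as near to either, with ratios of 1.03 and 1.07, against 1.52 to 1.74 in LP and ML libraries. When genes over 0.5 CPM in at least 1 library were retained, the leading log2 fold change again placed all 9 nearer to the mammosphere library. The ratios of the MaSC/basal libraries were then only 1.06 to 1.09.

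**Figure D2:**
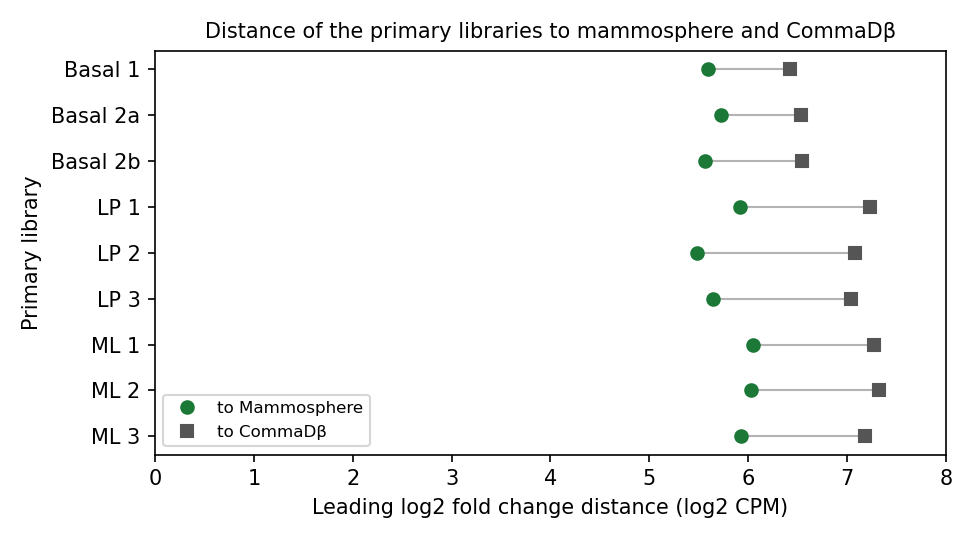
Leading log2 fold change distance of each primary library to the mammosphere library (circles) and to the Comma Dβ library (squares). All 9 circles, from 5.48 to 6.05, lie to the left of their squares, from 6.42 to 7.33.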

Notably, global gene expression in the primary mammary epithelial subsets was more similar to mammosphere cells than to the Comma Dβ cell line, suggesting that primary cell-initiated mammospheres represent a more physiological screening platform than established cell lines (Figure 1B). 

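In the RNA-seq data the mean log2 CPM of the 15422 genes spanned, from the 1st to the 99th percentile, 12.69 in MaSC/basal, 12.91 in LP and 12.82 in ML cells. Over the same percentiles the log2 fold changes spanned 11.35 between MaSC/basal and LP cells (from -5.45 to 5.90), 12.50 between MaSC/basal and ML cells (from -5.89 to 6.61) and 4.96 between LP and ML cells (from -2.52 to 2.44). At FDR under 0.05, whatever the fold change, 8853 genes differed between MaSC/basal and LP cells, 9046 between MaSC/basal and ML cells and 4899 between LP and ML cells. The microarray profiles were not analysed here.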

Comparison of RNA-seq expression profiles with previously reported microarray profiles (Illumina MouseWG-6 v2.0 BeadChip platform [24]) revealed a strong correlation between the two technologies, however, RNA-seq demonstrated a greater dynamic expression range and an increased number of differentially expressed transcripts (Additional file 2: Figure S2).

To identify genes that influenced the proliferation or survival of freshly sorted MaSC/basal cells in mammosphere culture, we screened a customized mouse lentiviral library consisting of 1,295 shRNAmirs mostly targeting transcription factors and represented in 15 pools (Figure 1C). Two rounds of infection of 2 × 10^6^ cells resulted in a transduction frequency of ~40% (data not shown). Transduced cells were harvested at 24 h or 12 days following the second transduction, and representation of integrated shRNAs was assessed using PCR from genomic DNA and next generation sequencing. Adapter and short index sequences in the PCR primers permitted multiplexing of samples (Figure 1C). Following next generation sequencing, shRNA read counts within each indexed sample were determined and changes in shRNA frequency over time were identified in pre- and post-culture samples (Figure 1C, D and Additional file 3: Table S1). With 0.85% of freshly isolated cells expected to give rise to primary mammospheres and assuming a 40% infection rate with a pool of 88 shRNAs, the number of interrogated mammospheres harboring a particular shRNA would be expected to be above 77 in each replicate experiment. Of note, three to five biological replicates were prepared for each of the 15 pools yielding a total of 102 samples.

From a total of 1,295 shRNAs analyzed in the screen, sequence read data was obtained for 1,247 shRNAs (Figure 1E and Additional file 3: Table S1). Eighty shRNAs targeting 73 genes significantly altered sphere growth (FDR < 0.01), with 15 shRNAs conferring a >1.5-fold growth advantage and a 21 shRNAs showing a >1.5-fold reduced prevalence (Figure 1D, E and Table 1). Among deleterious shRNAs were those targeting essential genes such as the TATA binding protein *(Tbp),* which is required for transcription (Table 1). Notably, several known regulators of mammary gland morphogenesis and/or epithelial proliferation, such as *Ovol2* [25] and *Id1* [26,27], were found to be significantly depleted (Figure 1D and Table 1). Moreover, basally-expressed transcription factors (*Tcf4* and *Lef1*) that are implicated in mammary stem cell renewal through the Wnt pathway were depleted in the functional screen [28]. Although *Snai2* has been shown to be a positive regulator of MaSCs, it was not detected in our screen, likely reflecting inefficient knock-down by the two targeting shRNA hairpins present in the library. Conversely, we observed enrichment of shRNAs targeting genes previously associated with mammary hyperplasia in knockout mouse models including *Thrb* [29] and *Vdr* [30] (Figure 1D and Table 1). Several genes with reported roles in stem cell renewal and differentiation in other organ systems were also revealed by the mammosphere screen, including *Prox1* [31,32] and *MafB* [33]*.*

**Table 1:** **Table of shRNA clones eliciting frequency changes with a FDR ≤ 0.01**

Vendor clone ID	Gene	logFC	logCPM	PValue	FDR
V2LMM_6871	MYOG	−2.5393	9.6584	5.24E-39	4.61E-37
V2LMM_68084	ASAP1	1.2699	13.5019	7.53E-29	6.62E-27
V2LMM_63192	LASS6	−1.5047	12.8189	3.47E-23	3.06E-21
V2LMM_64405	NR0B1	−1.2213	12.6156	3.74E-14	3.29E-12
V2LMM_189334	SOX21	0.7841	14.1110	7.57E-11	6.66E-09
V2LMM_82812	Id1	−0.4067	14.0413	1.58E-10	9.96E-09
V2LMM_73029	Myst1	−0.3976	13.7299	4.37E-10	1.38E-08
V2LMM_62263	TBP	−0.9262	6.8162	5.90E-10	2.60E-08
V2LMM_25195	TCEA2	−0.9252	13.0207	6.44E-10	2.69E-08
V2LMM_13506	NKX3-1	−0.9163	13.0783	9.16E-10	2.69E-08
V2LMM_54422	POU1F1	−0.9631	12.8253	1.91E-09	8.39E-08
V2LMM_9553	FOXN1	−1.0459	12.0477	8.86E-09	3.90E-07
V2LMM_259235	FOXC2	0.6794	11.6227	3.67E-08	1.61E-06
V2LMM_53719	TEF	−0.7084	12.9529	3.54E-08	2.24E-06
V2LMM_27467	NFE2L1	−0.7027	12.1790	5.10E-08	2.24E-06
V2LMM_937	MNT	0.8370	13.6556	1.60E-07	4.71E-06
V2LMM_20404	MAFG	0.7503	14.4488	4.96E-07	1.09E-05
V2LMM_218286	SOX9	0.5992	14.6443	5.34E-07	1.57E-05
V2LMM_29411	Ezh2	0.3074	13.6843	1.37E-06	2.89E-05
V2LMM_64907	NR1H3	−0.6947	13.0997	3.26E-06	5.74E-05
V2LMM_226932	NOTCH2	−0.7216	12.6071	7.35E-07	6.47E-05
V2LMM_22166	NR1H4	0.6672	14.0499	7.62E-06	1.12E-04
V2LMM_70598	Klf4	−0.2842	13.7153	7.81E-06	1.23E-04
V2LMM_29885	Lmo2	−0.2790	13.3138	1.25E-05	1.57E-04
V2LMM_85045	ZFP449	−0.5770	13.6233	6.17E-06	1.81E-04
V2LMM_27178	TRPS1	−0.7064	12.9042	9.70E-06	2.13E-04
V2LMM_7277	NRARP	0.5023	13.3971	8.02E-06	2.35E-04
V2LMM_71087	LEF1	−0.6382	13.1210	1.87E-05	2.35E-04
V2LMM_37331	OVOL2	−0.4958	12.5577	1.11E-05	2.45E-04
V2LMM_82311	FOXJ1	−0.4883	13.7075	1.41E-05	2.48E-04
V2LMM_30422	Ezh2	0.2667	13.9399	2.73E-05	2.87E-04
V2LMM_86479	HLF	0.6524	13.6835	6.89E-06	3.03E-04
V2LMM_73715	KLF5	−0.6192	12.8163	3.27E-05	3.60E-04
V2LMM_77459	Tcf4	−0.2612	13.7487	4.01E-05	3.61E-04
V2LMM_87315	ANKRD46	0.6747	13.9989	2.27E-05	3.99E-04
V2LMM_249987	ANKRD33	0.5109	14.5653	1.82E-05	4.00E-04
V2LMM_34449	THRB	0.6078	13.7210	4.51E-05	4.32E-04
V2LMM_34394	MRG2	0.6048	13.8720	4.91E-05	4.32E-04
V2LMM_71843	TCF19	−0.5495	13.0225	6.03E-06	5.31E-04
V2LMM_162758	ETS1	0.5252	13.3887	1.45E-05	6.38E-04
V2LMM_103225	Rbbp8	0.2503	13.5222	8.51E-05	6.70E-04
V2LMM_3550	TCF21	0.4517	13.0423	5.97E-05	8.76E-04
V2LMM_61869	TBP	−0.6028	13.2274	3.29E-05	9.64E-04
V2LMM_110117	NFATC3	−0.7358	13.2152	4.56E-05	1.34E-03
V2LMM_70871	NR1I3	−0.6202	13.2914	9.95E-05	1.36E-03
V2LMM_196851	GATA6	0.6165	13.4939	1.08E-04	1.36E-03
V2LMM_86811	Klf8	−0.2331	14.0270	2.43E-04	1.61E-03
V2LMM_14204	Cbx4	0.2323	14.0165	2.55E-04	1.61E-03
V2LMM_103224	Rbbp8	−0.2249	13.7322	4.06E-04	2.33E-03
V2LMM_2021	MTA3	0.5498	13.3661	2.69E-05	2.37E-03
V2LMM_18790	CLOCK	0.6957	14.2333	1.13E-04	2.49E-03
V2LMM_8902	2410018C20RIK	−0.4430	13.8888	1.46E-04	2.57E-03
V2LMM_7952	NR2C1	0.6810	13.8576	1.57E-04	2.76E-03
V2LMM_65378	E2F6	0.4731	12.6660	9.67E-05	2.84E-03
V2LMM_14131	Id3	0.2176	14.1862	6.16E-04	3.23E-03
V2LMM_4616	Cbx4	0.2158	14.2122	6.73E-04	3.26E-03
V2LMM_81587	Klf9	−0.2144	13.9803	7.36E-04	3.31E-03
V2LMM_50581	NR2F2	−0.5745	12.8242	3.14E-04	3.45E-03
V2LMM_71013	HNRPAB	−0.5309	13.3310	8.03E-05	3.53E-03
V2LMM_71313	CML3	−0.6586	13.3786	2.59E-04	3.80E-03
V2LMM_46526	PROX1	0.6463	13.6892	3.35E-04	4.21E-03
V2LMM_63443	MAFB	−0.4007	13.4709	3.65E-04	4.59E-03
V2LMM_75410	ASB4	−0.3952	13.3161	4.41E-04	4.85E-03
V2LMM_87318	ANKRD46	0.3883	13.7227	5.46E-04	5.11E-03
V2LMM_88650	6430502M16RIK	−0.3867	13.5604	5.81E-04	5.11E-03
V2LMM_194038	HOXD8	0.4901	13.8093	1.84E-04	5.39E-03
V2LMM_71230	NR1I3	−0.6275	12.9976	5.00E-04	5.50E-03
V2LMM_79666	PAX8	−0.5296	13.7022	2.58E-04	5.67E-03
V2LMM_64571	GCDH	0.4455	13.2693	2.62E-04	5.76E-03
V2LMM_50262	VDR	0.5204	13.8960	3.27E-04	5.76E-03
V2LMM_66887	LASS4	−0.4153	13.1732	3.99E-04	5.85E-03
V2LMM_71060	GTF2H4	−0.4379	13.3758	3.04E-04	6.58E-03
V2LMM_5760	MYC	0.4271	13.4915	4.15E-04	6.58E-03
V2LMM_6641	PYCARD	0.4248	13.2027	4.49E-04	6.58E-03
V2LMM_29358	TBX20	−0.5067	13.3472	4.76E-04	6.98E-03
V2LMM_212338	PPP1R16B	0.3734	13.6841	8.86E-04	7.09E-03
V2LMM_68781	OTX1	−0.6004	13.2971	8.58E-04	8.39E-03
V2LMM_71737	HOXA5	0.4088	13.7302	7.23E-04	9.08E-03
V2LMM_67978	LASS4	0.3995	12.8183	9.89E-04	9.91E-03
V2LMM_62940	IRX6	−0.3977	13.5485	1.01E-03	9.91E-03

To eliminate potential false-positives, RNA-seq was used to confirm the expression of candidate regulators in freshly isolated MEC subpopulations. 

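*Asap1* lies on chromosome 15 of GRCm38 from 64086840 to 64382941 and *Prox1* on chromosome 1 from 190118035 to 190170827. *Asap1* was expressed at 60.1 ± 5.43 CPM in MaSC/basal, 31.7 ± 1.59 CPM in LP and 14.1 ± 2.55 CPM in ML cells (mean ± SD, n = 3 libraries each), with 38.7 CPM in mammospheres and 272 CPM in Comma Dβ cells. It was higher in MaSC/basal cells than in LP cells by a log2 fold change of 0.92 (SE 0.15, adjusted p = 3.86e-04) and than in ML cells by 2.09 (SE 0.15, adjusted p = 1.87e-06). LP cells exceeded ML cells by 1.17 (SE 0.15, adjusted p = 9.26e-04). The order held within each batch, at 59.2, 32.6 and 12.1 CPM in MaSC/basal, LP and ML cells of batch 1, at 55.2 and 65.9, 32.7 and 17.0 CPM in batch 2, and at 29.9 and 13.1 CPM in LP and ML cells of batch 3. Leaving out each replicate in turn, the log2 fold change ranged from 0.86 to 0.98 against LP cells and from 1.99 to 2.25 against ML cells. *Prox1* showed the opposite direction, with 0.702 ± 0.110 CPM in MaSC/basal, 10.3 ± 1.39 CPM in LP and 8.73 ± 0.936 CPM in ML cells. The difference was -3.87 against LP cells (SE 0.23, adjusted p = 7.64e-07) and -3.63 against ML cells (SE 0.23, adjusted p = 8.08e-07), and LP vs ML was 0.24 (SE 0.20, adjusted p = 0.388). LP was above ML in each of the 3 same-batch pairs (9.24 and 7.75, 11.9 and 8.83, 9.77 and 9.61 CPM), but the difference was not past 0.05 with the replicate block either (0.24, adjusted p = 0.303). In MaSC/basal cells the value rested on 34 to 40 reads per library, and in mammospheres on 30 reads (0.674 CPM), close to the cutoff of 0.5 CPM. No read was counted on *Prox1* in Comma Dβ cells, where 3 reads would be 0.102 CPM. Between MaSC/basal cells and the 6 luminal libraries, the exact permutation test over 84 splits gave p = 0.0238 for *Asap1* and 0.0119 for *Prox1* (two-sided), and with 3 libraries against 3 it cannot go below 0.1. Among the other candidates, *Tcf4* was expressed at 132 ± 18.6 CPM in MaSC/basal, 56.6 ± 6.77 CPM in LP and 61.8 ± 7.68 CPM in ML cells (log2 fold change 1.16 against luminal cells, SE 0.13, adjusted p = 2.70e-05). *Lef1* had 0.123 ± 0.0574 CPM in MaSC/basal, 0.0534 ± 0.0925 CPM in LP and 0.941 ± 1.51 CPM in ML cells, where ML replicate 3 alone reached 2.69 CPM. Its difference between MaSC/basal and luminal cells was -0.45 (SE 1.75, adjusted p = 0.841), and 2.85 with the replicate block (adjusted p = 0.00393), so that its direction depended on the model.

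**Figure D3:**
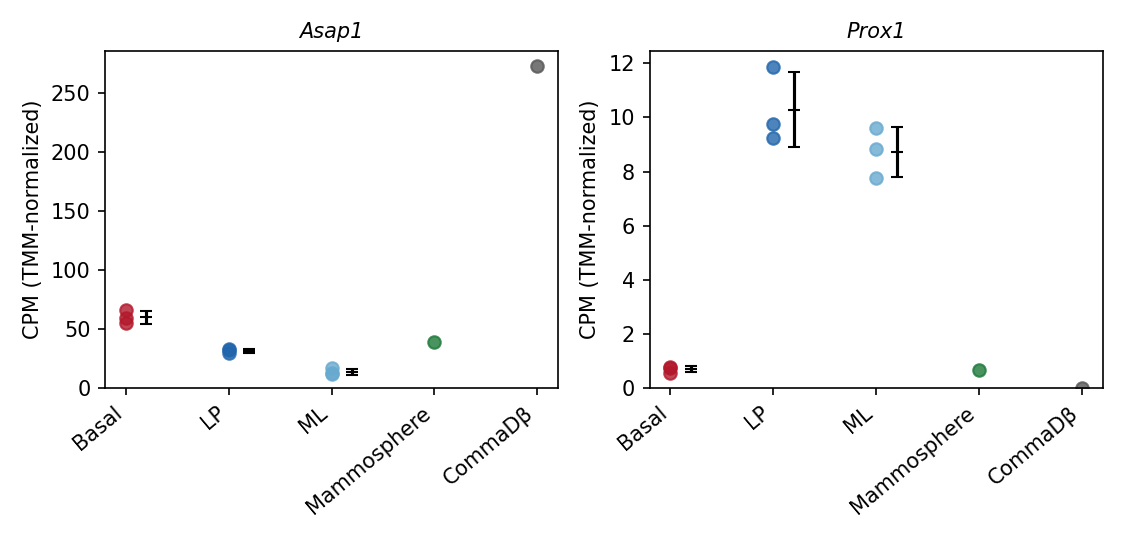
Expression of *Asap1* (left) and *Prox1* (right) in each library, in TMM-normalized CPM. Points are libraries and bars the mean ± SD of the 3 libraries of a population. *Asap1* falls from MaSC/basal (60.1 CPM) to ML cells (14.1 CPM), whereas *Prox1* is higher in LP (10.3 CPM) and ML cells (8.73 CPM) than in MaSC/basal cells (0.702 CPM).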

Candidate genes with average counts per million (CPM) >0.5 were deemed to be expressed and considered potential regulators. 

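The mean of TMM-normalized CPM over the libraries of a population was used here. A value of 0.5 CPM corresponds to 9.37 reads in LP replicate 3, the shallowest library, 22.2 reads in the mammosphere library and 37.6 reads in ML replicate 2, the deepest. The smallest level that 3 reads can show ranges from 0.0399 CPM in ML replicate 2 to 0.160 CPM in LP replicate 3. Of the 73 gene names in Table 1, 65 matched a current symbol, 6 matched an older symbol and 2 matched several genes. The latter, CML3 (*Nat8f3*, *Nat8f6* and *Nat8f7*) and MRG2 (*Cited4* and *Meis3*), were counted once, since all genes under each name fell in the same class.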

Of the 73 genes targeted by shRNAs, 68 were expressed in one or more of the epithelial populations with 63 (93%) also expressed by mammospheres (Figure 2A). 

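Here 58 of the 73 candidate genes had a mean over 0.5 CPM in MaSC/basal, LP or ML cells, of which 53 (91.4%) were also above it in mammospheres, and 51 were above it in all 4 populations. The number in a primary population was 62 at a cutoff of 0.25 CPM and 54 at 1 CPM. *Ankrd34b* (0.552 ± 0.0745 CPM, n = 3) and *Asb4* (0.750 ± 0.476 CPM) passed in MaSC/basal cells and in no other population. *Lef1* passed in ML cells alone, *Ppp1r16b* in MaSC/basal (1.81 ± 0.458 CPM) and ML cells (0.746 ± 0.548 CPM), with 0.499 ± 0.313 CPM in LP cells. *Pax8* passed in MaSC/basal cells (1.65 ± 0.651 CPM) and mammospheres (0.921 CPM), and *Foxn1* in ML cells (0.550 ± 0.377 CPM) and mammospheres (1.15 CPM). For *Ankrd34b*, *Asb4*, *Lef1*, *Foxn1* and the ML value of *Ppp1r16b*, the distance to the cutoff was smaller than the SD between libraries.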

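The 5 candidate genes above 0.5 CPM in mammospheres but in no sorted population were *Myog*, *Gata6*, *Foxc2*, *Hoxd8* and *Hoxa5*. *Myog* (chromosome 1, 134290004 to 134292548) had 550 reads (12.4 CPM) in the mammosphere library and 13 reads in the 9 primary libraries together, with a highest value of 0.159 CPM. The others were nearer to the cutoff. *Gata6* had 1.87 CPM in mammospheres (83 reads) and at most 0.471 ± 0.266 CPM (LP cells, n = 3), *Foxc2* had 1.48 CPM (66 reads) and at most 0.491 ± 0.0769 CPM (MaSC/basal cells), *Hoxd8* had 0.742 CPM (33 reads) and at most 0.311 ± 0.220 CPM (MaSC/basal cells), and *Hoxa5* had 0.584 CPM (26 reads) and at most 0.167 ± 0.171 CPM (ML cells). *Gata6* exceeded 0.5 CPM in single primary libraries, up to 0.694 CPM, as did *Foxc2*, up to 0.917 CPM, and *Hoxd8*, up to 0.565 CPM. At a cutoff of 0.25 CPM the number fell to 2. *Myog* was accompanied in the mammosphere library by other skeletal muscle transcripts, such as *Acta1* at 34.6 CPM, against at most 4.42 CPM in the primary libraries.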

Additionally, a further four genes (6%) were expressed in mammospheres but not primary cells, indicating potential upregulation of these genes during mammosphere culture or selection of a rare cell type through culture (Figure 2A). Seven (10%) shRNAs with a FDR < 0.01 targeted genes that were not expressed at an appreciable level in any population, suggesting shRNA off-target effects (data not shown).

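In these counts 10 of the candidate genes, targeted by 11 of the 80 shRNAs (13.75%), were below 0.5 CPM in MaSC/basal, LP and ML cells and in mammospheres. They were *Ankrd33*, *Irx6*, *Nr0b1*, *Nr1h4*, *Nr1i3*, *Otx1*, *Pou1f1*, *Tbx20*, *Tcf21* and CML3. No read was counted on *Nr0b1* in any of the 11 libraries. *Tbx20* had 1 read in the primary libraries together and 2 in the mammosphere library, but 19.8 CPM in Comma Dβ cells. *Otx1* had 0.253 ± 0.0828 CPM in LP cells (n = 3) and 3.87 CPM in Comma Dβ cells. *Irx6* had 0.220 ± 0.275 CPM in LP cells and 0.225 CPM (10 reads) in mammospheres, and the highest primary library reached 0.529 CPM. The other genes were at most 0.175 CPM in the mean of any sorted population.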

**Figure 2:**
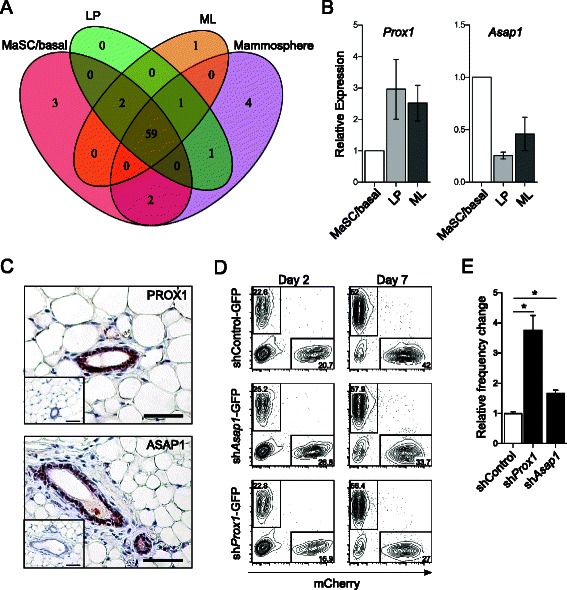
**Selection of candidate genes for further analysis. (A)** Venn diagram summarizing expression of genes, as determined by RNA-Seq, targeted by shRNAs with FDR < 0.01 in freshly isolated MaSC/basal, LP and ML populations and MaSC/basal-derived mammosphere (Mammosphere) populations. **(B)** qRT-PCR profiling of two candidate regulators, *Prox1* and *Asap1*, in primary epithelial subsets (n = 3; mean ± S.E.M). **(C)** Immunohistochemistry showing PROX1 and ASAP1 protein expression in mammary epithelial cells of 8-week-old virgin mice. **(D)** Representative FCM plots showing the relative abundance of MaSC/basal cells transduced with sh*Control*-GFP, sh*Prox1*-GFP or sh*Asap1*-GFP retrovirus and competitor cells transduced with control mCherry-expressing retrovirus at Day 2 and Day 7 in i3T3 cultures. **(E)** Histogram showing the change in the ratio of shRNA-GFP^+^: mCherry^+^ cells for each shRNA between 2 and 7 days of co-culture. Data from 3 independent experiments displayed as mean ± S.E.M. Statistical significance was calculated relative to sh*Control:* sh*Prox1*, p ≤ 0.035; sh*Asap1*, p ≤ 0.013.

### *In vitro* validation of two candidate regulators, *Asap1* and *Prox1*

Two candidates, *Asap1* (ARF-GAP protein with SH3 domains, ankyrin repeats and plekstrin homology domain) and *Prox1* (Prospero homeobox 1) were chosen for further study. Hairpins against either of these genes were enriched during the screen, indicating that their knock-down promoted the proliferation/survival of basal epithelial cells. *Asap1* is a multi-domain member of the ARF-GAP protein family and has roles in metastasis in several systems including breast cancer cell lines, in which it has been implicated in invasion and metastatic potential [34]. However, a role for *Asap1* in normal developmental processes has not yet been described. *Prox1* is a homeobox transcription factor that exerts multiple roles in different organs including lineage specification [31,35] and maintenance of lineage identity, but its role in the mammary gland also remains unknown.

The screen demonstrated that cells carrying sh*Asap1* increased in frequency nearly 2.5-fold (FDR, 7.1 × 10^−27^) whereas sh*Prox1*-carrying cells increased more than 1.6-fold (FDR, 4.2 × 10^−3^; Table 1). Expression profiling confirmed that *Asap1* and *Prox1* were expressed in all mammary epithelial subpopulations but showed differential expression between the MaSC/basal and luminal subpopulations (Figure 2B and C). To validate shRNA representation differences observed in the screen, individual shRNAs were first evaluated in a competitive cell assay for cell growth. Over the course of 14 days in culture, the relative abundance of sorted MaSC/basal cells transduced with virus-encoded shRNA-GFP versus a reference population of MaSC/basal cells transduced with a virus-encoded mCherry fluorescent protein was measured by flow cytometry (Figure 2D). Changes in the ratio of shRNA-GFP^+^: mCherry^+^ cells revealed the effect of shRNAs on cell ‘fitness’ (Figure 2D and E). To avoid potential silencing of the CMV promoter that drives shRNA and GFP expression in the pGIPZ lentiviral vector, shRNAs were re-cloned into the retroviral LMS vector, which remains active in mammary epithelial cells throughout culture and is permissive for the maintenance of stem and progenitor cells [36]. Sorted MaSC/basal cells were plated on an irradiated NIH/3T3 (i3T3) monolayer to support their growth and then transduced. Consistent with our screen results, cells carrying sh*Asap1* or sh*Prox1* were enriched during co-culture and both shRNAs stimulated colony growth at day 7 and 14 after plating (Figure 2C, D and data not shown). The relative numbers of shRNA-GFP^+^ cells for sh*Prox1* were expanded by approximately 4-fold following a short culture period of 5 days (p = 0.028) (Figure 2D and E), while shAsap1 conferred a more modest advantage of 1.5-fold (p = 0.011) (Figure 2D and E). As expected, a non-silencing control shRNA conferred no advantage on transduced cells (Figure 2D and E).

### *Prox1* inhibits the clonogenic potential of mammary epithelial cells

Two shRNAs against *Prox1* (sh*Prox1-1* and sh*Prox1-2*) that reduced *Prox1* expression to below 40% of wild-type levels were selected for further clonogenic assays on i3T3 feeder layers (Figure 3A). Initially, an established regulator of mammary progenitor activity, *Snai2* [37] was tested in this system using two shRNAs (sh*Snai2*-1 and sh*Snai2*-2) (Additional file 4: Figure S3A and B). An 80% reduction in clonogenicity was observed with these hairpins, supporting the efficacy of knockdown and clonogenic readout in this system (Additional file 4: Figure S3C). Cells carrying either *Prox1* shRNA demonstrated a ~ two-fold higher clonogenicity than those carrying a non-silencing control shRNA (Figure 3B). Transplantation of MaSC/basal cells transduced with sh*Prox1*-expressing retroviruses yielded outgrowths with normal morphology and did not reveal any difference in repopulating frequency compared to control cells (Figure 3C and data not shown). These findings suggest that *Prox1* levels are less critical for the activity of MaSCs than MaPCs, although the effect of reducing *Prox1* expression to even lower levels is yet to be determined.

**Figure 3:**
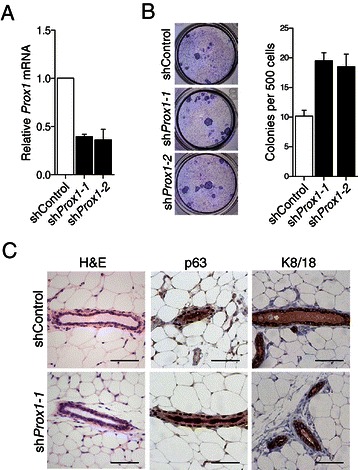
***Prox1*is a negative regulator of mammary epithelial progenitor cells*in vitro.*(A)** qRT-PCR detection of *Prox1* transcript abundance in MaSC/basal cells following transduction with retroviruses expressing sh*Control* or shRNAs targeting *Prox1*. Data are shown as mean ± S.E.M. *Prox1* expression normalized to *Ywhaz1* expression relative to sh*Control* (n = 2). **(B)** Transduced cells (500) were plated on an i3T3 feeder layer and cultured for 6 days to allow the formation of colonies. Left panel: representative images of observed colonies. Right panel: histogram showing the number of colonies derived from cells transduced with sh*Control*- and sh*Prox1*-retroviruses. Data are shown as mean ± S.D for three independent experiments. **(C)** Haematoxylin and eosin staining and anti-P63 (myoepithelial) and anti-K8/K18 (luminal) immunohistochemical staining of outgrowths derived from cells transduced with a control versus sh*Prox1* retrovirus. Scale bars, 50 μm.

### *Asap1* suppresses mammary stem and progenitor cell numbers or activity

Two independent shRNAs that reduced *Asap1* expression to approximately 25% of wild-type levels (Figure 4A) were used to confirm a role for *Asap1* in normal primary mammary epithelial cells. Transduction of MaSC/basal cells with either sh*Asap1-1* or sh*Asap1-2* retrovirus resulted in higher progenitor numbers compared to control cells in 2D clonogenic assays (Figure 4B), confirming a role for *Asap1* in progenitor cells. Transplantation of sh*Asap1*-transduced cells into clear fat pads revealed a greater than 3-fold higher repopulation frequency compared to sh*Control* virus-infected cells (Figure 4C). Branched GFP^+^ outgrowths were morphologically similar to those transduced with sh*Control* retrovirus and exhibited a similar degree of fat-pad filling (Figure 4C). The typical architecture of these outgrowths was confirmed by immunohistochemical staining, with an outer layer of myoepithelial cells expressing p63 and SMA, and a luminal cell layer expressing Cytokeratin 8/18 and E-Cadherin (Figure 4D and data not shown). Moreover, outgrowths derived from *Asap1* knock-down cells were capable of full differentiation to milk-producing alveoli when recipients were subject to pregnancy (data not shown).

**Figure 4:**
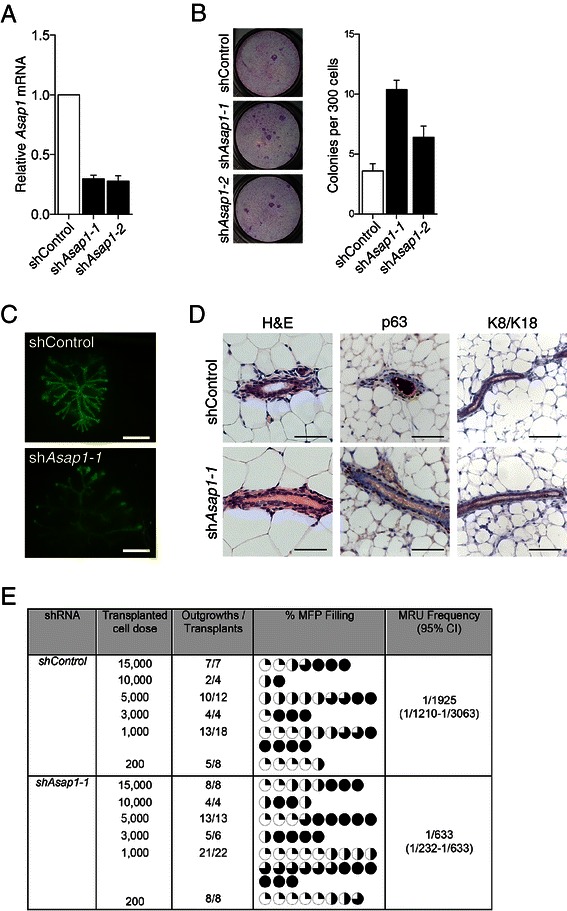
***Asap1*negatively regulates mammary stem and progenitor cells. (A)** Quantitative RT-PCR detection of *Asap1* transcript abundance in MaSC/basal cells following transduction with retroviruses expressing sh*Control* or shRNAs targeting sh*Asap1.* Data are shown as mean ± S.E.M. (n = 3). *Prox1* expression is normalized to *Ywhaz1* expression relative to sh*Control*. **(B)** Left panel: transduced cells were plated on an i3T3 feeder layer and cultured for 6 days to allow the formation of colonies. Right panel: histogram showing the number of colonies derived from sh*Control*- and sh*Asap1*-transduced cells. Data are shown as mean ± S.D for 3 independent experiments. **(C)** Representative whole-mount images of GFP^+^ outgrowths derived from transplantation of sh*Control*- or sh*Asap1-*retrovirally transduced MaSC/basal cells. Scale bar, 2 mm. **(D)** Morphological analysis of outgrowths. Haematoxylin and eosin staining and immunohistochemical staining for P63 and K8/K18 of outgrowths following transplantation. Scale bars, 50 μm. **(E)** Table of limiting dilution analysis of transplantation frequencies of MaSC/basal cells transduced with sh*Control* or sh*Asap1* retroviruses. The number of transplants and resulting outgrowths is shown as well as the extent of fat pad filling by individual outgrowths.

## Discussion

In this study, we have developed a protocol to identify novel regulators of mammary stem/progenitor cells using freshly isolated MaSC-enriched cells for a functional RNAi screen based on pooled shRNA libraries. Based on three independent biological screens, we identified shRNAs targeting 73 genes as potential modulators of stem/progenitor cell behavior with more than half of those targeting novel genes that have not been previously implicated in mammary gland development. Although the changes were modest, they were highly reproducible. Notably, the strategy also identified a number of known regulators of stem and progenitor cells, thereby validating the screening strategy. The mammosphere assay primarily reads out progenitor activity, given that the transplantation frequency of mammosphere cultures is approx. 1 in 300 (read-out for stem cells) whereas the colony-forming potential of these cells is around 1 in 20 (read-out for stem/progenitor cells). The system established here should be immediately applicable to future sgRNA/CRISPR libraries using pooled screens [38].

Potential limitations associated with this and other shRNA-based functional screens, include poor coverage of genes by multiple shRNAs (in this case a mean shRNA per gene of 2; mode, 1), and incomplete knock-down of gene expression. The observed modest fold changes in part reflect the use of primary cells in a short-term mammosphere assay, which is necessary to obviate any changes associated with prolonged culture of epithelial cells, resulting in smaller amounts of material post-culture relative to that obtained from the use of established cell lines. It is noteworthy that the fold-changes observed here are comparable to those observed in another *in vitro* shRNA screen at early time-points [17].

Further exploration of two genes with verified expression in the mammary gland, *Asap1* and *Prox1,* revealed roles in regulating mammary basal progenitor activity. Retrovirus-mediated knockdown of either gene augmented progenitor cell numbers in colony forming assays *in vitro*. Moreover, knockdown of *Asap1* expression led to a significant increase in the repopulating frequency, suggesting that *Asap1* either negatively regulates MaSC numbers or their activity. Conversely, knockdown of *Prox1* did not affect mammary repopulating potential, either suggesting that *Prox1* does not compromise MaSC function or that complete knock-down of this gene is required for an overt phenotype. In other organs, there is evidence that *Prox1* regulates stem and/or progenitor cell activity in a context-dependent fashion (reviewed in [39]). Interestingly, both genes have been postulated to contribute to oncogenesis when overexpressed. ASAP1 has been shown to be necessary for the *in vitro* invasive potential and *in vivo* metastatic potential of specific breast cancer cell lines including MDA-MB-231 cells (Onodera et al., 2005), while increased *Prox1* expression promotes the transition of intestinal adenomas to high-grade dysplasia or carcinoma *in situ* [40]. Additional experiments using inducible gene knock-out strategies or CRISPR/Cas9 technology to further reduce or ablate ASAP1 or PROX1 protein levels will be required to clarify the specific effects of these genes on distinct mammary cell populations during normal development and to elucidate their roles in breast oncogenesis.

## Methods

### Mammary cell preparation and cell culture

The preparation of mammary epithelial cell suspensions from 8–10 week-old FVB/N female mice and flow cytometric purification has been described [1]. Unless otherwise stated, all chemicals and media components were purchased from Life Technologies (Carlsbad, CA, USA) or Sigma (St Louis, MO, USA). For mammosphere culture, cells were plated in ultra-low adherence plates (Corning) in mammosphere medium (DMEM/F12 + Glutamax, 1% penicillin/streptomycin, 10 ng/ml EGF, 10 ng bFGF, 5 μg/ml insulin, 0.5 μg/ml hydrocortisone, B27 supplement) at 100,000 cells/ml and maintained as suspension cultures. Medium was exchanged every 3–4 days and spheres were passaged using trypsin-EDTA and gentle trituration every 7 days before replating at a density of not greater than 50,000 cells/ml. For irradiated NIH/3T3 (i3T3) co-culture, cells were counted manually and plated in tissue culture plates with i3T3 fibroblasts (5,000 Rads) in mammary growth medium (DMEM/F12 with glutamax, 1% penicillin/streptomycin, 10 ng/ml EGF, 5 μg/ml insulin, 0.5 μg/ml hydrocortisone, 20 ng/ml cholera toxin) with 5% FCS. After overnight incubation at 37°C in 5% O_2_/5% CO_2_, the cultures were changed to the same medium containing 1% FCS and incubated for a further 5 days. Colonies were harvested with trypsin/EDTA for sorting or stained with Giemsa for imaging and colony enumeration. For 3D colony assays, transduced cells were mixed with Matrigel (BD Biosciences, San Jose, CA) and cultured as described [1,11]. Cultures were imaged before fixation with 4% paraformaldehyde and embedded in paraffin. CommaDβ cells were maintained as previously described [23].

### Transplantation and mammary gland outgrowth analysis

GFP-expressing transduced cells sorted by flow cytometry were manually counted and transplanted at limiting dilution as described [1], in the presence of 25% growth factor-reduced Matrigel. GFP^+^ outgrowths were visualized using a dissecting microscope (Leica Microsystems Gmbh, Wetzlar, Germany) and histology performed as described [3]. Mammary fat pad filling was quantitated comparing total fat pad area and outgrowth area using Image J software. All animal experiments conformed to regulatory standards and were approved by the Walter and Eliza Hall Institute (WEHI) Animal Ethics Committee.

### Lentivirus production and transduction

A library of GIPZ plasmids expressing shRNAs was expanded individually in bacteria, then clones were pooled and plasmids purified yielding 15 pools of 90 shRNAs (Open Biosystems Transcription Factors Gene Family Library cat#RMM4950) and one pool of 63 shRNAs (Open Biosystems, custom order WEHI_73597). Lentivirus production was initiated by calcium phosphate transfection of 293T cells with pGIPZ shRNA-containing vectors and pMD2.G and psPAX2 (Addgene plasmids 12259 and 12260). Viral supernatants were collected at 26 and 44 hr post-transfection and concentrated via ultracentrifugation as per manufacturer’s protocol. Pellets were resuspended in mammary growth medium with 5% FCS, centrifuged at maximum speed for 5 minutes at room temperature to remove most serum proteins. Supernatant containing 100× concentrated virus stored at −80°C. The titre of each frozen virus stock was assessed biologically. Briefly, the day prior to transduction, 50,000 293T cells were seeded into 12-well plates in 293T medium (DMEM with 10% FCS and 1% penicillin/streptomycin). On the day of transduction, cells in three wells were counted to determine the number of cells present at transduction. Dilutions of virus made in 293T medium containing 5 μg/ml polybrene were used to replace the medium on remaining wells so that a series of wells were exposed to decreasing quantities of virus. Following transduction for 16–24 hr, the medium was changed and 48 hr later, cells were analyzed for GFP expression by flow cytometry. The number of cells at transduction and the amount of virus added to a well, where the percentage of GFP^+^ cells was between 1 and 20%, was used to calculate the transducing units (TU) per ml using the following formula: [Number of cells at transduction × (% GFP^+^ cells/100)]/volume of virus (ml). Typical TU of 1 × 10^8^/ml were achieved. For mammosphere transduction, 2 × 10^6^ purified cells were plated in mammosphere medium containing 5 μg/ml polybrene and transduced at 0 and 16 hr with 4 × 10^6^ TU. Medium was exchanged after 24 hr and a sample of the culture was taken for analysis of baseline shRNA frequency (time-point T2). Following 14 days in culture, the remaining cells were harvested (T14).

### Retrovirus cloning, production and transduction

The LMS vector into which the non-silencing, and targeting shRNAs were cloned has been described [41] and the LMS-sh*Control*, containing a non-specific shRNA sequence, was obtained from Open Biosystems. Other shRNA templates were designed as described and PCR amplified from DNA oligonucleotides using the forward primer 5’-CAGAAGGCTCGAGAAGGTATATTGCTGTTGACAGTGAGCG-3’ and the reverse primer 5’-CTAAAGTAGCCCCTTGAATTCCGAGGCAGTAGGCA-3’ [42]. Alternatively, shRNAs were purchased from OpenBiosystems as pGIPZ clones. In both cases, 137 bp shRNA products were isolated using EcoRI and XhoI digestion and subcloned into the LMS vector. Mature anti-sense sequences were as follows: *shAsap1-1* (Open Biosystems clone V3LMM_492766), 5’-TTCGTCGTCATTATCTGCCTGG-3’; *shAsap1-2*, 5’-ATATTATATAAGTCAGCAGCCA-3’; *shProx1-1* (Open biosystems clone V3LMM_506363), 5’-TTCTCTGTAACTTTCTCGG-3’; *shProx1-2* (Open Biosystems clone V3LMM_506365), 5’-TTCACTCCAATGTCAACCC-3’; *shSnai2-1* described previously [43]; *shSnai2-2* 5’-CGCAGACCCACTCTGATGTAA-3’. For production of retroviruses, Phoenix cells (10 cm plates) were transfected with 5 μg of vector using calcium phosphate precipitation and the virus supernatant was collected and filtered through a 0.45 μm filter at 48 and 72 hr. For transduction, cells on feeder layers in 6 well-plates were spin infected (2,500 rpm, 32°C, 1 hr) with 2 ml of viral supernatant per well containing 5 μg/ml polybrene. Two to four days after transduction, transduced GFP^+^ or mCherry^+^ cells were purified by flow cytometry.

### Immunohistochemistry

Paraffin-embedded sections (5 μm) were subjected to antigen retrieval using either 10 mM citrate buffer pH6 or Tris-EDTA buffer pH9, then blocked before staining with primary antibodies overnight at 4°C and incubation with a biotinylated secondary antibody at RT for 30 min. The streptavidin-based peroxidase detection system (ABC reagent, Vector Laboratories, Burlingame, CA) was used with 3,3-diaminobenzidine as substrate (DAKO, Glostrup, Denmark). In all cases, an isotype- matched control IgG was used as a negative control.

### Antibodies

For flow cytometry, antibodies against mouse antigens were purchased from Biolegend (San Diego, CA) or BD Biosciences (Franklin Lakes, NJ) unless otherwise specified and included CD24-PE (M1/69), CD31-B (MEC13.3), TER-119-B (TER-119), CD45-B (30-F11), CD29-FITC (HMB1-1), CD61-APC and streptavidin-APC-Cy7. For immunohistochemistry, the following antibodies were used: anti-SMA (1A4; Sigma), anti-p63 (4A4), K8/18 (Troma-1; Developmental Studies Hybridoma Bank, Iowa City), anti-Keratin 5 (Covance, Emeryville, CA), anti-Keratin 14 (LL002; Novocastra, UK), anti-E-cadherin, anti-ASAP1 (Rockland Immunochemicals Inc., Limerick, PA), anti-PROX1 (ab37128; Abcam, Cambridge, UK), anti-SNAI2 (#9585 Cell Signaling Technology, Massachussetts, USA). Secondary antibodies included biotin-conjugated goat anti-rabbit IgG, rabbit anti-rat IgG and goat anti-mouse IgG (Vector Laboratories, Burlingame, CA).

### shRNA amplicon sequencing and analysis

Genomic DNA was extracted using the DNeasy Blood kit (Qiagen) from samples taken at T0 and T2 timepoints and shRNA sequences were isolated from 200–800 μg gDNA (routinely 400 μg) using the PCR protocol outlined below. Primers were common to all shRNAs. The Forward primer, 5’-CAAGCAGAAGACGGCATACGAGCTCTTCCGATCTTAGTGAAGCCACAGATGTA-3’ anneals in the loop region and incorporates the P7 Illumina adapter sequence. The Reverse primer (5’-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTXXXXXGTAGCCCCTTGAATTCCGAG-3’) anneals in a region common to all shRNAs and incorporates a variable 5 bp index to enable multiplexing of samples, the P5 Illumina adapter sequence and the sequencing primer site. Following one round of PCR with an annealing temperature of 52°C and a further 30 to 32 cycles with an annealing temperature of 55°C, indexed, half shRNA products (168 bp) were pooled and sequenced on an Illumina GAIIx or HiSeq2000. Processing of the raw sequence reads was carried out in R as described previously [38]. Briefly, the number of perfect matches for each index-hairpin combination was tallied to give counts for the relevant hairpins in each sample. Downstream statistical analysis of the summarized counts was performed using the edgeR software (version 2.6.3) [44]. Outlier samples determined by visual inspection of multidimensional scaling plots were removed. An exact test for differences between the T14 and T2 biological replicate samples in each pool of shRNA was performed assuming a negative binomial distribution of the counts [45] and a common dispersion estimate. Log2-fold-changes, p-values and false discovery rates for each shRNA were reported.

### RNA-seq analysis

Total RNA was extracted and purified from: (1) sorted luminal or basal populations from the mammary glands of female virgin 8–10 week-old FVB/N mice (three independent samples for population), (2) MaSC/basal cells cultured for 1 week under mammosphere conditions, and (3) Comma Dβ cells grown under maintenance conditions [23]. Total RNA (100 ng) was used to generate sequencing libraries for whole transcriptome analysis following the Illumina’s TruSeq RNA v2 sample preparation protocol. Completed libraries were sequenced on HiSeq 2000 with TruSeq SBS Kit v3- HS reagents (Illumina) as 100 bp single-end reads at the Australian Genome Research Facility (AGRF), Melbourne. An average of 62 million 100 bp single-end reads were obtained per sample. Reads were aligned to the mouse reference genome (mm10) using the Rsubread package (version 1.14.1) [46] and assigned to genes using the featureCounts method [47]. Data were TMM normalized [48] and transformed into log2 counts per million. Linear models with observational-level weights [49] were fitted to obtain average expression values for each gene in each sample type and moderated t-statistics were used to assess differential expression between populations [50] using the limma package (version 3.20.5) [51]. False discovery rates [52] were used together with log2-fold-changes to rank genes. These data are available through GEO Series accession number GSE63310.

For comparison of gene expression across platforms, previously published microarray data (GSE19446) [24] were compared with RNA-seq profiles. Where multiple probes were available for a given gene, the probe with the highest average expression level was taken as representative. Genes were matched between platforms using gene symbols and respective log2-fold changes were plotted.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (GraphPad, San Diego, CA). Data are shown as mean ± standard error of the mean (S.E.M.) or standard deviation (S.D.), where appropriate. Where applicable, the Student’s *t*-test was used, with p < 0.05 considered statistically significant.

## Additional file**s**

Additional file 1: Figure S1. MaSC/basal-derived mammosphere culture is permissive for the retention of progenitor and stem cell activity. (A) MaSC/basal cells cultured under mammosphere conditions generate multiple colony types including those with a luminal acinar morphology in Matrigel (arrowheads) Scale bar, 1 mm. (B) A carmine-alum stained whole-mounted mammary epithelial tree formed following transplantation of 500 MaSC/basal-derived mammosphere cells into a mammary fat pad pre-cleared of endogenous epithelium. (C) Table of limiting dilution analysis of transplanted mammosphere cells.
Additional file 2: Figure S2. Comparison between RNA-Seq expression profiles of primary mammary epithelial cell populations with the Illumina MouseWG-6 v2.0 BeadChip dataset. Plots showing differential expression of genes in the MaSC/basal versus luminal progenitor (LP) subset, MaSC/basal versus mature luminal (ML) cell subset and LP versus ML subset, as determined by microarray [24] and RNA-Seq. Genes differentially expressed with log2-fold-change > 2 and FDR < 0.001 were enumerated with those identifiable by both platforms highlighted in blue, RNA-Seq-only in yellow and microarray-only in red.

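With the same thresholds, the edgeR quasi-likelihood test gave 2588 genes between MaSC/basal and LP cells (1486 higher in MaSC/basal and 1102 in LP), 2825 between MaSC/basal and ML cells (1578 and 1247) and 134 between LP and ML cells (68 higher in LP and 66 in ML). With library batch as a replicate block, the numbers were 1433 and 1146, 1500 and 1213, and 97 and 74. Between MaSC/basal and the mean of both luminal populations, 1589 and 1166 genes passed with the block. In the check of the pairing behind this replicate block, the deviations of libraries from their population means had a mean correlation across genes of 0.208 for the 9 pairs of libraries of the same batch and -0.105 for the 18 pairs of different batches. Since the deviations of a population sum to 0, the latter value follows from the former. Single same-batch pairs ranged from -0.118 to 0.526, and the 3 same-batch pairs of LP with ML libraries had a mean of 0.386. Within a single batch most populations have 1 library, so that the comparisons could not be repeated there. The LP to ML comparison depended most on the replicates, and gave 0 genes without LP replicate 1, LP replicate 3, ML replicate 1 or ML replicate 3 and 1 gene without LP replicate 2, but 197 genes higher in LP and 103 higher in ML without ML replicate 2. In the 4 fits without a gene past both thresholds, 3083 to 4179 genes had an FDR under 0.05. Between MaSC/basal and luminal populations, the genes with the largest fold changes were those with few or no reads in the lower population. Higher in MaSC/basal than in LP cells were *Speer4e* (log2 fold change 11.69, SE 0.59, adjusted p = 1.57e-06; 9.70 ± 1.15 CPM in MaSC/basal, none in LP), *Tmem114* (9.66, SE 1.18) and *Uts2b* (9.65, SE 0.80). *Speer4e* and *Speer4d* belong to a family of near-identical genes between which reads could have been split, so that their values are uncertain. Higher in LP cells were *Nlrp9b* (-8.51), *Dppa1* (-8.39) and *Pkib* (-8.23). Between MaSC/basal and ML cells, *Cpa6* (12.01, SE 0.47), *Speer4d* (11.18) and *Sez6l* (10.06) were highest in MaSC/basal cells, and *Rptn* (-10.85), *Slco1a6* (-9.85) and *Adarb2* (-9.46) in ML cells. *Rptn* varied between the ML libraries, at 5.45 ± 4.81 CPM. Between LP and ML cells, *Slitrk4* (4.71), *Spp1* (4.52) and *Apod* (4.24) were highest in LP and *Napsa* (-3.74), *Ptpn5* (-3.36) and *Nrxn2* (-3.31) in ML cells. *Spp1* was the most abundant of these, with 9869 ± 3538 CPM in LP and 429.8 ± 346 CPM in ML cells (adjusted p = 9.32e-04).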

Additional file 3: Table S1. Table of shRNA clones included in the screen.
Additional file 4: Figure S3. *Snai2* is a positive regulator of mammary epithelial progenitor cells *in vitro.* (A) qRT-PCR detection of *Snai2* transcript abundance in MaSC/basal cells following transduction with retroviruses expressing sh*Control* or shRNAs targeting *Snai2*. Data are shown as mean ± S.D. *Snai2* expression normalized to *Gapdh* expression is shown relative to sh*Control* (n > 3). (B) Western blot analysis of Snai2 protein in MaSC/basal cells following transduction with retroviruses expressing sh*Control* or shRNAs targeting *Snai2*. (C) Transduced cells (500) were plated on an i3T3 feeder layer and cultured for 6 days to allow the formation of colonies. Left panel: histogram showing the number of colonies derived from cells transduced with sh*Control*- and sh*Snai2*-retroviruses. Data are shown as mean ± S.D for three independent experiments. Right panel: representative images of observed colonies. Scale bar, 0.5 cm.

# Supplementary material for: A pooled shRNA screen for regulators of primary mammary stem and progenitor cells identifies roles for Asap1 and Prox1
**Source:** BMC Cancer. 2015 Apr 3;15:221. doi: 10.1186/s12885-015-1187-z
**Supplement:** Additional file 3: Table S1. — Table of shRNA clones included in the screen.

**Additional file 3: Table S1. 

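Table S1 pairs each vendor clone with the symbol of the gene it targets, in the 1247 entries for which sequence reads were obtained. The entries hold 1244 distinct clones and 636 gene symbols, with a mean of 1.96 clones per symbol, a mode of 1 and a maximum of 10, and 259 symbols (40.7%) have 1 clone. Of the symbols, 593 matched a current mouse gene symbol, 38 matched an older one, 4 matched several genes and 1 matched none.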

Table of shRNA clones included in the screen.**

How the deposited data were processed for this re-analysis (not part of the article)

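RNA-seq data of 11 libraries were used: 3 each of MaSC/basal, LP and ML cells sorted from mouse mammary glands, 1 of mammosphere cells cultured from MaSC/basal cells for 7 days and 1 of the Comma Dβ line. The authors aligned the single-end reads to mm10 with Rsubread, assigned them to Entrez genes with featureCounts and deposited one table of raw counts per library, with 27179 genes and the same exon length for each gene in every table. The deposited counts are neither normalized nor filtered, and the handling of reads that map to several genes is not described in the paper's text. Reads shared by paralogs can therefore have been lost or split. Symbols and GRCm38 coordinates were taken from a RefSeq table for 25275 genes and from GENCODE tables for 18, and 1886 genes have no symbol. Samples were grouped by the labels of the libraries together with the paper's methods, and replicates were numbered by the library batch in the labels, which is where the pairing for the replicate block comes from.

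Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with over 0.5 CPM in at least 3 libraries (15422 genes) were retained, TMM factors were computed, and a quasi-likelihood model with a mean for each of the 5 sample types was fitted to all 11 libraries. MaSC/basal, LP and ML cells were compared pairwise, and MaSC/basal cells with the mean of LP and ML. Genes were counted at FDR under 0.001 and log2 fold change over 2, the thresholds of Figure S2, and single genes were judged at FDR under 0.05. SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. CPM of single genes are TMM-normalized, and log2 CPM used a prior count of 2. Exact permutation tests of single genes enumerated all splits of the libraries on log2 of CPM plus 0.5. Candidate genes were called expressed at a mean over 0.5 CPM, the rule of the paper. The count of candidates is over all 73 names of Table 1, including 2 names that match several genes. Distances used the 500 largest differences of each pair. Random gene lists (10000 per comparison) were matched on mean expression in 20 bins.

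The genes named in the text were set by a rule: *Asap1* and *Prox1*, the sorting and lineage markers, genes for which the paper's text makes an expression statement, the 3 genes with the largest fold change in each direction of each pairwise comparison (past FDR 0.001, at least 1 CPM in the higher population, and without overlap between the libraries), the candidates of Table 1 not expressed in all 4 populations, and genes of marker lists where a list is reported. The values of 1 gene under this rule are not reported here. Further lists (skeletal muscle, cornified envelope, hair follicle, epidermis and myoepithelial genes) were written after genes of these kinds had been noticed.

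On simulated counts of 15422 genes, with 200 genes changed by a log2 fold change of 3, edgeR recovered 191 (95.5%) without a false call, limma voom recovered 95.5% and DESeq2 99%, with 1 false call. In the simulation no gene differed between LP and ML cells, and none was called. A simulated library, with each gene set at 0.4 of the way between the MaSC/basal and luminal means on the log2 scale, was placed at 0.403. This checks the calculation only. It does not show where a mixture of MaSC/basal and luminal cells would be placed, since RNA of mixed cells does not add on that scale. The alternatives tried were DESeq2 size factors, no TMM scaling, limma voom (limma 3.58.1), the Wald test of DESeq2 1.42.0, other filters on low counts, the 9 primary libraries alone, library batch as a replicate block, another prior count, another signature, other distances, other cutoffs of expression, and leaving out each primary replicate in turn. For values without a test, the spread against which a change was judged (the pooled SD of left-out positions of 0.0366, the SD of MaSC/basal libraries for the signature medians, and the Wilson interval for the share of genes) was chosen after the values had been seen.

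The depth of 19958838 to 75795034 counted reads per library sets the precision of low values, since 0.5 CPM is 9.37 reads in the shallowest library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. The intervals of the share of signature genes and of the odds ratio are over genes and treat the genes as independent. Mammosphere and Comma Dβ values come from 1 library each and carry no p-value. The microarray profiles, the amplicon sequencing of the screen and the qRT-PCR were not analysed here.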

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

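The tests of library batch, of culture, of library depth and of myoepithelial genes, and the comparison of ML replicate 3 with MaSC/basal cells and with epidermis genes, in this part were chosen only after the result had been seen. The gene lists were written after the patterns had been noticed from other genes, and their own genes had not been looked at when the tests of muscle, skin and hair follicle RNA were set down.

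The paper does not report on skeletal muscle genes beyond *Myog*. In the mammosphere library, 14 of 14 genes of a skeletal muscle list were higher than the MaSC/basal mean, by a median log2 difference of 4.68, where 10000 random lists matched on expression reached at most 2.33. *Ttn* had 32.9 CPM, *Acta1* 34.6 CPM, *Des* 28.6 CPM and *Myod1* 3.51 CPM. Depth does not account for this, since the library held 9598 reads on the list and no primary library more than 980. The batch 1 primary libraries differed from the others of their populations by 0.0059 (MaSC/basal), -0.18 (LP) and -0.66 (ML), and the Comma Dβ library, also from culture, differed from MaSC/basal cells by -0.82. A list of fibroblast genes was also higher in the mammosphere library than in MaSC/basal cells, by a median of 2.42 (3 of 4 genes, random lists at most 3.00). Fibroblast genes rose in the Comma Dβ library as well, by 2.89 (3 of 4 genes, random lists at most 1.85), so that their rise was not particular to mammospheres. For the muscle genes, RNA from muscle cells in the mammosphere library remains a candidate explanation. With 1 library, such cells cannot be told apart from muscle genes being switched on in mammary cells. *Myog* is a candidate of the screen, and no test here bears on the effect of its shRNA.

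Genes of the cornified envelope, which the paper does not discuss, were higher in the mammosphere library than in MaSC/basal cells in 14 of 15 cases, by a median log2 difference of 3.96 (random lists at most 1.47). *Sprr1a* had 448.5 CPM in mammospheres and at most 177 CPM in a primary library, and *Klk8* 145 CPM against at most 7.88 CPM. Compared with the highest primary library the median difference was 1.34, with 10 of 15 genes higher. The batch 1 primary libraries differed from the others of their populations by 0 (MaSC/basal), -0.11 (LP) and -0.15 (ML), and the Comma Dβ library from MaSC/basal cells by 0. The list as a whole therefore rose neither with library batch nor in the other cultured library. These medians do not speak for single genes. In the Comma Dβ library 7 of the 15 genes were higher than in MaSC/basal cells, among them *Klk8* at 9.14 CPM against a mean of 0.300 CPM. Hair follicle genes did not rise (-0.38), which goes against RNA from whole skin. A list of epidermis genes had a median difference of 1.05, at the 97.4th percentile of the random lists (at most 2.88), so RNA from epidermal cells may contribute and was not ruled out. A squamous programme in mammosphere culture is a hypothesis that 1 library cannot separate from such cells.

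Among the ML libraries, replicate 3 had 11 of 12 genes of a hair follicle list above the mean of replicates 1 and 2, with a median log2 difference of 1.45 (random lists at most 1.05). *Krt28* had 10.1 CPM there and 0.198 and 0.412 CPM in replicates 1 and 2. RNA from skin or hair follicles in this library could explain the rise, and a list of epidermis genes was higher there too, by 1.72 (7 of 8 genes, random lists at most 1.23). The rise was not limited to skin genes. Lists of immune and endothelial genes were higher by 1.645 (3 of 5 genes, random lists at most 2.12) and 1.61 (3 of 3, at most 2.09). The endothelial list was also higher in ML replicate 2 (1.15), and a fibroblast list was lower in ML replicate 3 (-0.94). ML replicate 1 differed from ML replicates 2 and 3 as well. There the fibroblast list was higher (1.65), and the endothelial (-2.71), immune (-1.31) and myoepithelial (-1.24) lists were lower. The differences of ML replicate 3 in these lists therefore lie partly in ML replicate 1. In ML replicate 3 the myoepithelial list rose by 0.99. RNA from mammary basal cells could not by itself give the levels of *Krt28*, at most 2.58 CPM in a MaSC/basal library, *Tchh*, 36.7 CPM against at most 13.0 CPM, or *Krt77*, 24.6 CPM against at most 0.0942 CPM. *Acta2*, at 36.2 CPM in ML replicate 3 and 6334 CPM in MaSC/basal cells, leaves little room for such cells. In LP replicate 3 of the same batch the hair follicle list was higher by 0.52 and the epidermis list by 0.16. The values of 0.99 and 0.52 are under the rise of 1 that was asked for, but both exceeded over 99% of random lists (the 100th and 99.6th percentiles). Treating them as undecided was a choice made after they had been seen. The pattern therefore cannot be fully told apart from library batch, and no biological explanation was tested. It bears on *Krt5*, *Krt14*, *Trp63* and *Lef1* in ML cells.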

How the results depend on the processing

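None of the alternatives below was chosen after a result was seen: all were listed before the data were examined, as were the designs of the comparisons. The numbers of genes between MaSC/basal and LP, ML or luminal cells stayed within 1.5 times their value in every setting. Without single replicates they were 1157 to 1268 and 874 to 1032 (MaSC/basal vs LP), 1255 to 1463 and 989 to 1191 (vs ML), and 1337 to 1632 and 923 to 1154 (vs luminal). LP vs ML was less stable. The 68 genes higher in LP became 268 with DESeq2 and 123 without the filter. The 66 higher in ML became 138 with library size only, 158 with limma voom, 296 with DESeq2, 174 without the filter and 101 with the 9 primary libraries. Across 6 fits that each left out one replicate they ranged from 0 to 197 and from 0 to 103. The 4 fits without any gene still had 5343 to 6180 genes at unadjusted p under 0.05. The cause was not tested.

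With the wider signature the mammosphere position was 0.595, the share of genes between the means 56.5%, and the signature medians 1.27 (luminal) and -1.30 (basal). The luminal median was 2.03 with prior count 0.5 and 2.14 with library size only, which gave -1.48 for the basal median, so that both rose, as with the TMM factor of 1.16 of the mammosphere library left out. Across the 9 fits that each left out one replicate the share was 67.8 to 71.2%, the medians 1.91 to 2.11 and -1.75 to -1.54, and the Comma Dβ position 0.206 to 0.268. The mammosphere library stayed between the populations throughout. At a cutoff of 0.25 CPM, 2 candidates were expressed in mammospheres only. At 1 CPM the odds ratio of screen hits against other library genes was 1.57 (Fisher's exact p = 0.164), no longer past 0.05. For none of the other changes was the cause tested.

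Of 1111 log2 fold changes of 33 named genes under the alternatives, 1067 kept their direction and side of the threshold, 12 became weaker, 16 stronger and 16 reversed. The reversals were in 6 genes. With library size only, LP vs ML became -0.15 for *Itgb1*, -0.13 for *Krt18* and -0.13 for *Cdh1*. Leaving out TMM moved LP vs ML by a median of -0.17 over all genes, and these 3 values, near 0 with TMM, moved by about as much, so their sign depends on the scaling and they are not changes of single genes. With the replicate block, MaSC/basal vs luminal became -0.12 for *Itgb3* and 2.85 for *Lef1*, and MaSC/basal vs ML 0.79 for *Lef1*. With limma voom, *Lef1* MaSC/basal vs luminal was 0.68. With a replicate left out, the ranges were -0.023 to 0.081 (*Itgb1*), -0.069 to 0.13 (*Krt18*), -0.0091 to 0.10 (*Cdh1*) and -1.96 to 0.75 (*Trp63*) for LP vs ML, and -0.0065 to 0.84 (*Itgb3*) and -0.94 to 1.39 (*Lef1*) for MaSC/basal vs luminal. The cause of the reversals other than with library size only was not tested. *Asap1* and *Prox1* kept direction and side of the threshold in every comparison and setting. Depth limits *Lef1*, with at most 10 reads in a MaSC/basal library, and *Prox1* in MaSC/basal cells.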

Differences from the paper's values

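None of the values here comes from a test chosen after the result was seen. The paper gives 7 shRNAs whose gene was not expressed in any population, and 11 were found here. Of the alternatives set before the data were examined, the cutoff of 0.25 CPM brought the number to 10, within 1.5 times the paper's value. The others did not close the gap: library size only and the mean of log2 CPM gave 11, a cutoff of 1 CPM gave 16, 0.5 CPM in every library of the population gave 13, and leaving out single replicates gave 11 or 12. No setting gave the paper's value of 7. The other candidate counts stayed within 1.5 times the paper's but differed too. Expressed in a primary population were 58 genes here and 68 in the paper, and also in mammospheres 53 and 63. No setting gave 68 or 63. In mammospheres only there were 5 here and 4 in the paper.

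The paper describes *Lef1* as expressed in basal cells. Here its mean in MaSC/basal cells was 0.123 CPM, below 0.5 CPM, and 0.941 CPM in ML cells, owing to ML replicate 3 alone. In Figure 2B, by qRT-PCR, *Asap1* is lower in LP than in ML cells, whereas here it was higher in LP cells (31.7 CPM) than in ML cells (14.1 CPM).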

Other observations

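The tests of other splits of the libraries, of ML replicate 2, of genes shared by the cultured libraries and of the direction of the screen effect were chosen only after the result had been seen.

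Other splits of the libraries were tested in the same model over all 11 libraries, with the compared libraries regrouped. A regrouping that mixes populations also widens the spread within its groups. The 10 splits of MaSC/basal and LP libraries into groups of 3 gave 2588 genes for the real split and 0 for the 9 others, which had at most 620 genes at unadjusted p under 0.05, against 9569. For MaSC/basal and ML cells it was 2825 genes, and 0 for the others (at most 395 genes at unadjusted p under 0.05), and for LP and ML cells 134 and 0 (at most 1588). Of the splits that part as many libraries of the same batch, 1 of 6, 1 of 6 and 1 of 4 gave as many genes, so few splits that a share under 0.05 is out of reach. For MaSC/basal against luminal cells, with LP and ML libraries as a single group (2074 genes for the real split), it was 1 of 42, with 0 genes in the 83 other splits (at most 5085 genes at unadjusted p under 0.05).

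Genes of Table 1 were more often expressed in MaSC/basal cells or mammospheres than other genes of Table S1 (61 of 71, 85.9%, against 409 of 560, 73.0%; odds ratio 2.25, 95% confidence interval 1.11 to 5.06, two-sided Fisher's exact p = 0.0202). At a cutoff of 1 CPM the difference was not past 0.05. The number of shRNAs per gene does not fully account for it, since stratified by 1, 2 and 3 or more clones the odds ratio was 2.07 (exact p = 0.0495). The direction of the effect was compared over 71 names of Table 1, with the 2 names that match several genes kept and the 2 genes with shRNAs in both directions left out, which is not the set of 71 genes above. Genes with depleted shRNAs were expressed in 80% of cases (32 of 40) and those with enriched shRNAs in 90.3% (28 of 31; exact p = 0.327), so that no difference by the direction of the effect was detectable. A hypothesis is that shRNAs against expressed genes are more likely to alter sphere growth, and with 10 hits among genes not expressed in the first comparison the association rests on few genes.

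ML replicate 2 was shifted towards LP cells by a median of 25.9% of the difference in genes higher in LP and by 37.3% in genes higher in ML, chosen without this library. ML replicates 1 and 3 had shifts of -3.51% and -10.7% in the former and -10.8% and -8.30% in the latter. RNA from LP cells in ML replicate 2 may explain this, and its *Itgb3* value of 34.0 CPM, the highest of the ML libraries, points the same way. LP replicate 2 of the same batch was shifted towards ML by 16.2% in genes higher in LP and 1.62% in genes higher in ML, and its deviations from the population mean correlated with those of ML replicate 2 across genes (r = 0.313). Library batch, or mixing within it, was therefore not set aside. LP replicate 3 was also shifted towards ML, by 30.3% in genes higher in LP and 17.8% in genes higher in ML. No biological explanation was tested.

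Of the 15422 genes retained, 296 were above, and 104 below, all 9 primary libraries by over 2 on the log2 scale in the mammosphere library. In the Comma Dβ library the numbers were 257 and 792. Genes over 0.5 CPM in fewer than 3 libraries, such as *Myog*, had been left out beforehand. Genes expressed only in the cultured libraries are therefore missing from these numbers and from the overlap below. The cultured libraries, which come from different batches, had 67 of the higher genes in common (4.93 expected for independent sets) and 62 of the lower (5.34 expected), so that library batch is an unlikely cause. Genes may respond to culture in common, which was not tested further.

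The summed CPM of *Mki67*, *Top2a*, *Ccnb1* and *Cdk1* was 441 to 562 in MaSC/basal libraries, 64.6 to 86.4 in luminal libraries, 234 in the mammosphere library and 1328 in the Comma Dβ library. Myoepithelial genes fell by a median log2 difference of 4.70 in mammospheres against MaSC/basal cells, in 8 of 8 genes. The fall was not particular to mammospheres, since the Comma Dβ library had a median difference of -5.49, with 0 of 8 genes higher. *Snai2* was higher in MaSC/basal than in luminal cells by a log2 fold change of 6.48 (SE 0.37, edgeR adjusted p = 2.65e-07), and had 20.6 CPM in mammospheres.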
